# Effect of Vitrification on the MicroRNA Transcriptome in Mouse Blastocysts

**DOI:** 10.1371/journal.pone.0123451

**Published:** 2015-04-08

**Authors:** Xueming Zhao, Haisheng Hao, Weihua Du, Huabin Zhu

## Abstract

Vitrification is commonly used in the cryopreservation of mammalian blastocysts to overcome the temporal and spatial limitations of embryo transfer. Previous studies have shown that the implantation ability of vitrified blastocysts is impaired and that microRNAs (miRNAs) regulate the critical genes for embryo implantation. However, little information is available about the effect of vitrification on the miRNA transcriptome in blastocysts. In the present study, the miRNA transcriptomes in fresh and vitrified mouse blastocysts were analyzed by miRNA Taqman assay based method, and the results were validated using quantitative real-time PCR (qRT-PCR). Then, the differentially expressed miRNAs were assessed using the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. Overall, 760 known mouse miRNAs were detected in the vitrified and fresh mouse blastocysts. Of these, the expression levels of five miRNAs differed significantly: in the vitrified blastocysts, four miRNAs (mmu-miR-199a-5p, mmu-miR-329-3p, mmu-miR-136-5p and mmu-miR-16-1-3p) were upregulated, and one (mmu-miR-212-3p) was downregulated. The expression levels of all miRNAs measured by the miRNA Taqman assay based method and qRT-PCR were consistent. The four upregulated miRNAs were predicted to regulate 877 candidate target genes, and the downregulated miRNA was predicted to regulate 231 genes. The biological analysis further showed that the differentially expressed miRNAs mainly regulated the implantation of embryos. In conclusion, the results of our study showed that vitrification significantly altered the miRNA transcriptome in mouse blastocysts, which may decrease the implantation potential of vitrified blastocysts.

## Introduction

Blastocyst transfer has been shown to be an effective approach to improve implantation and pregnancy rates during the transfer of embryos produced in vitro [1]. To overcome the temporal and spatial limitations of embryo transfer, several types of cryopreservation methods have been developed, including controlled freezing [2] and vitrification [3]. Many experiments have shown that vitrification has a higher efficiency of cryopreservation than controlled freezing [4–7], mainly due to the higher rapid cooling rate of vitrification (>20,000°C/min) [8].

Vitrification is commonly applied in bovine [8], mouse [9], and human [10] blastocysts. However, the implantation of vitrified blastocysts is impaired. Therefore, researchers are now focusing on the possible influence of blastocyst vitrification on factors such as the inner cell mass number [11], spindle formation [12], fragmented DNA in nuclei [7,13], the expression levels of important development-related genes [14], and the sex ratio of offspring after transfer [15]. Recently, our research group reported the effect of vitrification on the promoter methylation levels and the mRNA expression levels of octamer-binding transcription factor 4 (*OCT4*), Nanog homeobox (*NANOG*), and caudal-type homeobox 2 (*CDX2*) in mouse blastocysts [16].

MicroRNAs (miRNAs) are a family of small RNAs that are 21–25 nucleotides in length and are involved in the negative regulation of gene expression at the post-transcriptional level [17,18]. Many miRNA knockout experiments have illustrated the physiological importance of individual miRNAs in mice [19–22]. Several studies have reported that miRNAs are important regulators of pluripotency and differentiation and, consequently, of early lineage segregation in embryonic development [23,24] and maternal-to-embryonic transition [25]. MiRNAs also regulate the critical genes for embryo implantation [26], and the disruption of blastocyst miRNA expression is associated with human infertility [27]. Nuclear transfer by microinjection has been found to alter the miRNA profile of enucleated mouse oocytes [28], indicating that external stimuli may affect the miRNA profiles of mammalian oocytes. Currently, however, little information is available on the effect of vitrification on the miRNA transcriptome profile in oocytes and embryos.

In the present study, the TaqMan Array Rodent MicroRNA A+B Cards Set v3.0 with an Applied Biosystems 7900 HT Fast Real-time PCR system was utilized to detect the miRNA transcriptome in fresh and vitrified mouse blastocysts. Five of 760 known mouse miRNAs were found to be differentially expressed between the vitrified and fresh mouse blastocysts. The biological analysis further showed that the differentially expressed miRNAs mainly regulated the implantation of embryos, which may partially explain the impaired implantation ability of vitrified blastocysts.

## Results

Of the 2416 blastocysts that were vitrified in this experiment, 2188 (90.56%) survived after thawing.

### miRNA expression in vitrified and fresh mouse blastocysts

S1 Table presented the fold change of the miRNAs in vitrified blastocysts. 

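The TaqMan Array Rodent MicroRNA cards hold an individual real-time PCR assay in each well. The threshold cycle (Ct) of a well is the PCR cycle at which its fluorescence crosses a set threshold, so a lower Ct means more template. Total RNA from 3 pools of 300 vitrified blastocysts (V1, V2 and V3) and 3 pools of 300 fresh blastocysts (F1, F2 and F3) was used, with 30 ng reverse transcribed per pool and pre-amplified before loading. The vitrified blastocysts had been held in pretreatment solution for 30 seconds and in the vitrification solution for 25 seconds. The authors deposited the raw Ct of each of the 768 wells of cards A and B in each pool, without normalization, and a well with no threshold crossing was recorded as undetermined. On each card 4 wells measured U6 snRNA. Of the other 760 wells, 10 held small RNA or plant controls and 750 held miRNA assays, which are named for mouse in 596 cases, for rat in 78 and for human in 76.

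A Ct was determined for 218 of the 750 miRNA assays in V1, 382 in V2 and 407 in V3, against 140 in F1, 409 in F2 and 405 in F3. The mean was 335.7 ± 102.7 (SD, n = 3) in the vitrified pools and 318.0 ± 154.2 (SD, n = 3) in the fresh pools. The difference of 17.7 assays was smaller than the spread between pools (2-sided exact permutation test, p = 0.9; the smallest p that 3 pools against 3 allow is 0.1). The median Ct of the determined miRNA assays ranged from 28.99 in V2 to 31.63 in V1.

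For the values given here, the mean Ct of the 4 U6 wells on the same card was subtracted from the Ct of each assay to give ΔCt, undetermined wells were excluded, and −ΔCt was used as an expression level on the log2 scale. A total of 335 miRNA assays had at least 2 determined values in each group and entered a linear model of vitrified against fresh pools in limma with moderated variances. The treatment of undetermined wells, the Ct at which a well counts as determined, the choice of U6 as the reference and the pools that entered the model were choices that could change the fold changes.

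**Figure D1:**
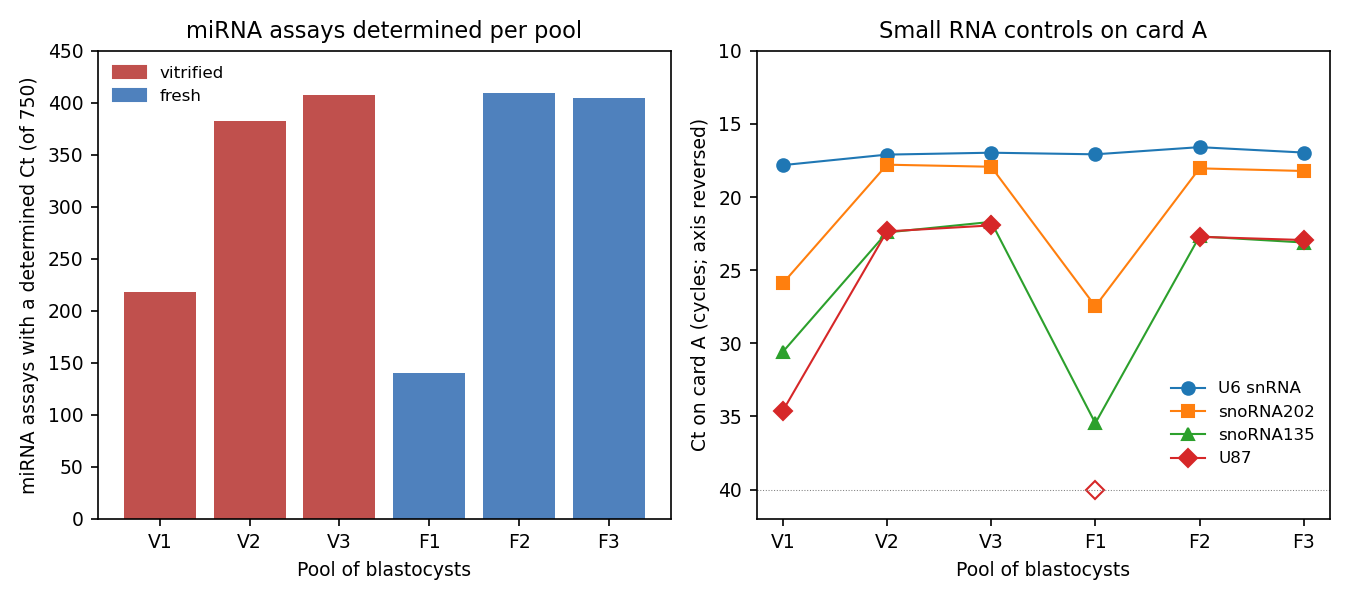
Number of miRNA assays with a determined Ct in each pool (left, bars, of 750 assays on cards A and B) and raw Ct of U6 snRNA, snoRNA202, snoRNA135 and U87 on card A in each pool (right, cycles, axis reversed; the open symbol at 40 marks an undetermined well). V1 and F1 had 218 and 140 determined assays and later Ct values for the snoRNAs than the other 4 pools, while U6 stayed between 16.59 and 17.82.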

Compared to the expression levels in the fresh blastocysts, five miRNAs showed significantly different expression in the vitrified blastocysts (Fig 1). 

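In the limma comparison of the 3 vitrified with the 3 fresh pools, 0 of the 335 tested assays had an adjusted p-value under 0.05 (Benjamini-Hochberg adjustment), and 1 had an unadjusted p-value under 0.05. That assay was rno-miR-351, with a log2 fold change of −2.71 (standard error 1.00, adjusted p = 0.998 from limma). The assays next in order of p-value were mmu-miR-345-3p, with a log2 fold change of −3.53 (standard error 1.38), then that of mmu-miR-212-3p, and then mmu-miR-2182, with a log2 fold change of 2.78 (standard error 1.27), all at the same adjusted p-value. The median log2 fold change over the tested assays was −0.05, and 48.1% of them were higher in vitrified blastocysts. Assays of one pool move together. With each pool left out in turn the share ranged from 23.4% of 197 assays to 80.9% of 131, so the assays compared also changed. A reference that averaged U6 with the other controls determined in every pool gave a share of 29.0%. It is called the mean of the endogenous controls below. The added controls were snoRNA135 and snoRNA202 on card A and snoRNA202 on card B. These were at least 8.04 cycles later in V1 and F1 than the mean of the other pools of the group. With the mean of all miRNA assays determined in every pool as the reference the share was 54.9%, and without a reference 40.0%. It was 78.1% with undetermined wells set to 40 cycles, and 81.5% with these wells and each Ct above 35 set to 35.

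V1 and F1 deviated together from the means of their groups over the 122 assays determined in all 6 pools, with a correlation across assays of 0.80. The correlation was 0.78 for V2 and F2 and 0.67 for V3 and F3, but the deviations of the 3 pools of a group sum to 0, so that these also carry the deviations of V1 and F1. Between the pools numbered 2 and 3 alone, V2 minus V3 ran against F2 minus F3 across 326 assays (correlation −0.35). With the pool number as a block in the model, 0 of 330 assays had an adjusted p-value under 0.05 and 4 had an unadjusted p-value under 0.05, 2 of them higher and 2 lower in vitrified blastocysts. With the numbers of F2 and F3 exchanged in the block, a choice made after seeing the data, 15 had an unadjusted p-value under 0.05, 10 of them higher and 5 lower. The block was also combined with the mean of all miRNA assays determined in every pool as the reference, again after seeing the data. This gave the largest unadjusted count, 24 of 330, with 20 higher and 4 lower. Among the alternatives set beforehand, the unadjusted count moved most, to 10, when V1 was left out (7 higher and 3 lower) and in an unmoderated test on linear values (8 higher and 2 lower). In the pools numbered 2 and 3 alone, a choice made after seeing the data, 0 of 326 assays had an adjusted and 16 an unadjusted p-value under 0.05, 12 of the 16 higher and 4 lower in vitrified blastocysts.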

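The assay of mmu-miR-199a-5p on card A was undetermined in V1 and F1. Its raw Ct was 32.86 in V2 and 33.29 in V3, against 34.41 in F2 and 35.84 in F3. The ΔCt was 16.04 ± 0.40 (SD, n = 2) in vitrified and 18.35 ± 0.75 (SD, n = 2) in fresh blastocysts, a log2 fold change of 2.31 (standard error 1.19, adjusted p = 0.998 from limma). The 2 determined values of each group did not overlap (2-sided exact permutation test, p = 0.333, the smallest that 2 against 2 allow).

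The assay of mmu-miR-329-3p on card A was determined only in V2, at 32.58, and in V3, at 32.55. All 3 fresh pools were undetermined, so no fold change could be computed from determined wells. On card B, the assay reported as mmu-miR-136-5p, which carries the name hsa-miR-136 among the deposited Ct values, was determined in V3 at 32.81 and in F3 at 36.80. This single pair of wells gave a log2 fold change of 3.34, with no replicate in either group. The authors' deposited table gives the name mmu-miR-136 both to this assay and to an assay on card A. The card B assay was taken as mmu-miR-136-5p because its row in S1 Table has a P-value under 0.05. Its ratio there is 2.04, against 0.613 for the assay on card A. That card A assay was determined in all 6 pools and had a log2 fold change of −0.63 (standard error 1.62). Its log2 fold change was 2.03 between V1 and F1 and −1.96 in the pools numbered 2 and 3. The assay of mmu-miR-16-1-3p on card B was determined at 34.36 in V2 and 33.05 in V3, and in 1 fresh pool, F3, at 34.91. The log2 fold change over these wells was 1.17, with a ΔCt of 16.59 ± 0.08 (SD, n = 2) in vitrified blastocysts. From the opposite arm of the hairpin, mmu-miR-16 was determined in all pools and had a log2 fold change of 0.74 (standard error 1.81), which was 2.54 between V1 and F1 and −0.16 in the pools numbered 2 and 3. For mmu-miR-199a-3p, the opposite arm of mmu-miR-199a-5p, the log2 fold change was 0.81 (standard error 3.20), and it was 2.12 between V1 and F1 and 0.15 in the pools numbered 2 and 3.

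The assay of mmu-miR-212-3p on card B was determined in all 6 pools. Its ΔCt was 9.98 ± 0.19 (SD, n = 3) in vitrified and 8.28 ± 0.61 (SD, n = 3) in fresh blastocysts, a log2 fold change of −1.70 (standard error 0.81, adjusted p = 0.998 from limma). The ΔCt of every vitrified pool was above that of every fresh pool (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow).

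**Figure D2:**
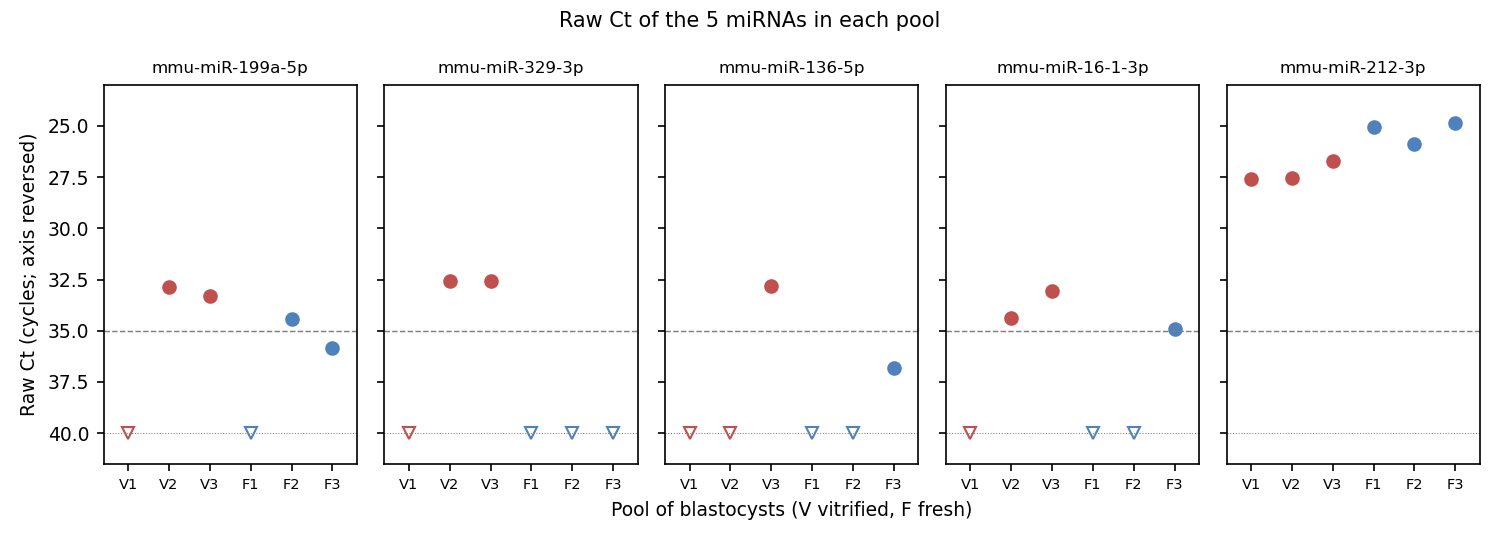
Raw Ct (cycles, axis reversed) of the 5 miRNAs in each vitrified (V1 to V3, red) and fresh (F1 to F3, blue) pool. Filled circles are determined wells, open triangles placed at 40 are undetermined wells, and the dashed line is at 35 cycles. In V1 and F1 only mmu-miR-212-3p, at 27.59 and 25.07, was determined.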

Of these miRNAs, four were upregulated (mmu-miR-199a-5p, mmu-miR-329-3p, mmu-miR-136-5p, and mmu-miR-16-1-3p), and one was downregulated (mmu-miR-212-3p).

**Fig 1:**
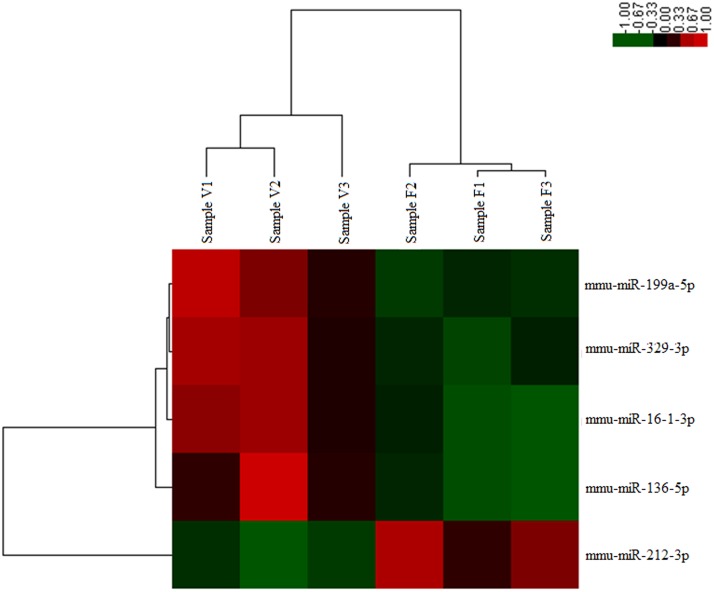
Heat map of differentially expressed miRNAs in the vitrification and control groups. F1, F2, and F3 are the samples from the fresh blastocyst group. V1, V2, and V3 are the samples from the vitrified blastocyst group. Red indicates upregulated expression, and green indicates downregulated expression, with respect to a reference expression level.

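Over the 122 miRNA assays determined in all 6 pools, the ratio of the variation between vitrified and fresh pools to that within them (pseudo-F of squared Euclidean distances between −ΔCt profiles) was 0.134. All 10 ways of splitting the 6 pools into 3 and 3 gave a ratio at least as large (exact permutation p = 1.0, where the smallest possible is 0.1). Since V1 and F1 deviated together, the 4 of these splits that part all 3 same-numbered pairs are the closer comparison, and their ratios lay between 0.134, that of vitrified against fresh pools, and 0.263. The largest ratio, 3.66, came from V1, V3 and F1 against the other pools. With the mean of all miRNA assays determined in every pool as the reference in place of U6, the ratio for vitrified against fresh pools was 0.237, and 8 of the 10 splits gave one as large (exact permutation p = 0.8), among them 3 of the 4 that part all pairs. With the mean of the endogenous controls as the reference it was 0.337, and 6 of the 10 splits gave one as large (exact permutation p = 0.6), among them 2 of the 4.

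The first principal component held 89.1% of the variance of these assays and placed V1 and F1, with scores of 27.7 and 45.8, apart from V2, V3, F2 and F3, with scores from −21.2 to −15.6. Spearman correlations of the −ΔCt profiles across assays were between 0.95 and 0.98 among V2, V3, F2 and F3, 0.75 between V1 and F1, and between 0.30 and 0.60 for V1 or F1 with any of the other 4 pools.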

### Validation of miRNA array results by qRT-PCR

A miRNA assay (No. 4427975) targeting the five differentially expressed miRNAs was used to confirm the results obtained from the miRNA Taqman assay based method (Fig 1). The miRNA expression levels quantified using qRT-PCR and the microarray were compared (Fig 2), and the results of both the methods were found to be consistent.

**Fig 2:**
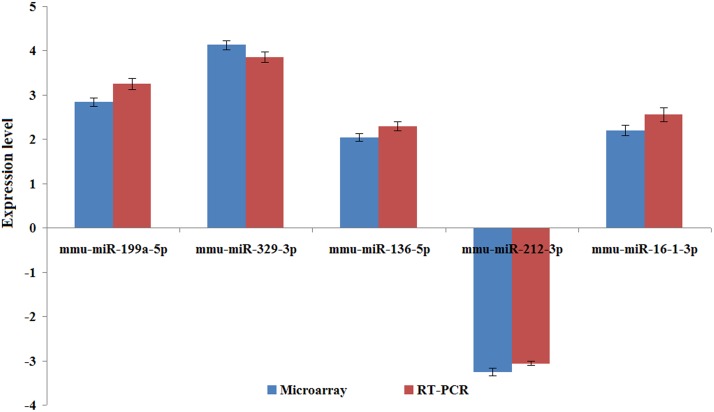
Validation of miRNA array results by qRT-PCR. Three biological replicates were used, and U6 snRNA was used as an internal control. The Y-axis denotes the fold change between the vitrified and fresh blastocyst groups.

### Prediction of target genes and functional annotation

Among the upregulated miRNAs, 292, 178, 164, and 243 candidate target genes were predicted for mmu-miR-199a-5p, mmu-miR-329-3p, mmu-miR-136-5p, and mmu-miR-16-1-3p, respectively (S2 Table). For the downregulated miRNA, mmu-miR-212-3p, 231 candidate target genes were predicted (S3 Table).

GO was performed to determine the functions of the target genes regulated by these differentially expressed miRNAs. Many of the target genes were found to be involved in the regulation of gene transcription, DNA methylation, histone acetylation, and embryo implantation (Table 1 and Table 2).

**Table 1:** GO analysis of candidate target genes regulated by the upregulated miRNAs.

GO_ID	GO_name	P-value
GO:0006355	Regulation of transcription, DNA-dependent	4.33E-60
GO:0008152	Metabolic process	2.56E-09
GO:0001701	In utero embryonic development	7.14E-07
GO:0006917	Induction of apoptosis	4.05E-05
GO:0050896	Response to stimulus	0.0001535
GO:0060136	Embryonic process involved in female pregnancy	0.0002918
GO:0072593	Reactive oxygen species metabolic process	0.0007675
GO:0042771	Intrinsic apoptotic signaling pathway in response to DNA damage by p53 class mediator	0.0010413
GO:0080111	DNA demethylation	0.0010992
GO:0044027	Hypermethylation of CpG island	0.0023122
GO:0071470	Cellular response to osmotic stress	0.0023122
GO:0043407	Negative regulation of MAP kinase activity	0.0025463
GO:0010424	DNA methylation on cytosine within a CG sequence	0.0038178
GO:0032873	Negative regulation of stress-activated MAPK cascade	0.0038178
GO:0000188	Inactivation of MAPK activity	0.0038292
GO:0006309	Apoptotic DNA fragmentation	0.0038292
GO:0010629	Negative regulation of gene expression	0.0049572
GO:0006979	Response to oxidative stress	0.0052717
GO:0023019	Signal transduction involved in regulation of gene expression	0.006932
GO:0048864	Stem cell development	0.0078691

**Table 2:** GO analysis of candidate target genes regulated by the downregulated miRNA.

GO_ ID	GO_name	P-value
GO:0006355	Regulation of transcription, DNA-dependent	1.10E-27
GO:0006915	Apoptotic process	1.21E-08
GO:0009791	Post-embryonic development	4.24E-06
GO:0043066	Negative regulation of apoptotic process	5.24E-05
GO:0006349	Regulation of gene expression by genetic imprinting	8.11E-05
GO:0010468	Regulation of gene expression	0.0001458
GO:0035067	Negative regulation of histone acetylation	0.0011141
GO:2000036	Regulation of stem cell maintenance	0.0011141
GO:0016573	Histone acetylation	0.0062976
GO:0032259	Methylation	0.0069064
GO:0034721	Histone H3-K4 demethylation, trimethyl-H3-K4-specific	0.0079573
GO:0070512	Positive regulation of histone H4-K20 methylation	0.0079573
GO:2000617	Positive regulation of histone H3-K9 acetylation	0.0079573
GO:2000620	Positive regulation of histone H4-K16 acetylation	0.0079573
GO:0016571	Histone methylation	0.008903

KEGG pathway annotations of the candidate target genes regulated by differentially expressed miRNAs were also performed. A number of KEGG pathways were identified as relevant to embryo implantation (Table 3 and Table 4).

**Table 3:** Significant pathways of candidate target genes regulated by the upregulated miRNAs.

Path_ID	Path_name	Path_gene_count	P-value
4310	Wnt signaling pathway	148	8.22E-12
4510	Focal adhesion	205	3.28E-11
4520	Adherens junction	75	1.24E-09
4910	Insulin signaling pathway	141	2.85E-08
4010	MAPK signaling pathway	259	7.37E-08
4530	Tight junction	138	8.83E-06
4115	p53 signaling pathway	69	0.0001053
4150	mTOR signaling pathway	62	0.0004703
4630	Jak-STAT signaling pathway	156	0.0007667

**Table 4:** Significant pathways of candidate target genes regulated by the downregulated miRNA.

Path_ID	Path_name	Path_gene_count	P-value
4010	MAPK signaling pathway	259	2.17E-07
4310	Wnt signaling pathway	148	3.25E-07
4510	Focal adhesion	205	3.82E-06
4915	Estrogen signaling pathway	99	0.000100728
4370	VEGF signaling pathway	66	0.000289995
4520	Adherens junction	75	0.000475568
4910	Insulin signaling pathway	141	0.00053183
4150	mTOR signaling pathway	62	0.003954979
4530	Tight junction	138	0.004656746

### Validation of changes in mRNA expression of target genes

From candidate target genes of these differentially expressed miRNAs, 14 genes were randomly selected to quantify their mRNA expression levels (S4 Table). The results showed that vitrification significantly altered the mRNA expression level of all these selected genes (Fig 3).

**Fig 3:**
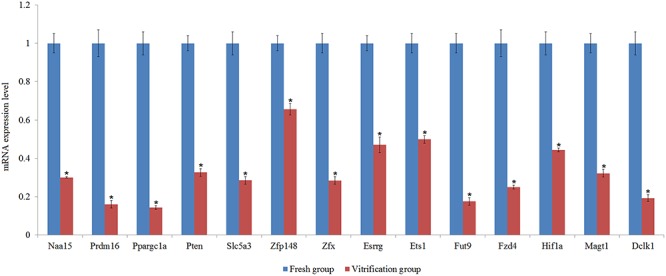
Validation of changes in mRNA expression of target genes. Means of vitrification group with star on the columns differed significantly with those of the fresh group (P<0.05).

## Discussion

In this study, 5 of the 760 identified miRNAs, namely, mmu-miR-199a-5p, mmu-miR-329-3p, mmu-miR-136-5p, mmu-miR-16-1-3p, and mmu-miR-212-3p, showed significantly different expression between the vitrified and fresh mouse blastocysts.

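The 760 assays of the paper's S1 Table are all wells of the cards other than U6, and they include 10 wells of small RNA and plant controls. A Ct under 40 was found in at least 1 of the 6 pools for 490 of the 750 miRNA assays, 404 of them named for mouse, and 260 were undetermined in every pool. With a Ct under 35 required, the number found in at least 1 pool was 448. Of the 4500 wells of miRNA assays, 56.4% were undetermined, which is 1243 of 2250 in vitrified and 1296 of 2250 in fresh pools.

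In the paper's S1 Table, 6 of the 760 rows have a P-value under 0.05. The row not named by the paper, mmu-miR-1-2-AS, has a fold difference of 1.77 in the authors' deposited table and was determined in V3 at 33.44, in F1 at 37.81 and in F2 at 37.32. The 5 named miRNAs are the rows that also differ by at least 2-fold. From these 5 miRNAs and from what earlier studies report of them, the paper concludes that they are mainly involved in embryo implantation and cell development.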

### Functions of the differentially expressed miRNAs

Of the five differentially expressed miRNAs, four miRNAs, namely, mmu-miR-199a-5p, mmu-miR-329-3p, mmu-miR-136-5p, and mmu-miR-16-1-3p, were significantly upregulated in the vitrified blastocysts.

The mmu-miR-199a-5p miRNA showed the highest expression level at the embryonic stage at 12.5 days postcoitus [29]. A previous study reported that mmu-miR-199a-5p could silence the self-renewal of mouse embryonic stem cells [30]. Mmu-miR-199a-5p is upregulated during the fibrogenic response to tissue injury and mediates TGFbeta-induced lung fibroblast activation by targeting caveolin-1 [31]. Mmu-miR-199a* was found to be differentially expressed in the mouse uterus during implantation in coordination with the expression of cyclooxygenase-2 (*COX-2*), a gene critical for implantation [26]. In humans, miR-329 may inhibit cell proliferation in human glioma cells by regulating E2F1-mediated suppression of the Akt pathway [32]. Mmu-mir-16 is reported to be related to apoptosis in mouse embryos [33], and miRNA profiling suggested that genes targeted by this miRNA are important in spindle organization in mouse oocytes [34]. In *Drosophila*, miR-316 is expressed in the mesoderm [35].

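The raw Ct of mmu-miR-212-3p was 27.59 in V1, 27.54 in V2 and 26.70 in V3, and 25.07 in F1, 25.87 in F2 and 24.88 in F3. Without subtraction of U6 the log2 fold change was −2.00, and the raw Ct values of the groups did not overlap either. With each pool left out in turn the log2 fold change stayed between −2.02 and −1.42. The pools numbered 1 alone gave −1.74, and the pools numbered 2 and 3 gave −1.68. With the mean of the endogenous controls, U6 included, as the reference, it was −2.39. Over all alternatives the adjusted p-value of limma and of the unmoderated tests lay above 0.05.

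The gene of this miRNA, Mir212, has Mir132 as its nearest miRNA gene in the RefSeq annotation of GRCm38.p6. The assay of mmu-miR-132 on card A had a log2 fold change of −3.65 (standard error 2.26, adjusted p = 0.998 from limma) over 3 vitrified and 2 fresh pools, and F1 was undetermined. In pools 2 and 3 its log2 fold change was −1.62. Its Ct in V1 was 6.89 cycles later than the mean of V2 and V3, whereas that of mmu-miR-212-3p was 0.47 cycles later. The 2 assays are on different cards, and the median over the assays determined in all pools was 4.64 cycles on card A and 1.80 cycles on card B. The controls snoRNA202, snoRNA135 and U87 have the same assay on both cards. In V1 they were 8.04 to 12.48 cycles later on card A and 8.04 to 11.58 on card B.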

In our study, mmu-miR-212-3p was downregulated in vitrified mouse blastocysts. Previously, mmu-miR-212 was found to post-transcriptionally regulate C-terminal-binding protein 1 [36], a protein that was recently shown to repress the expression of steroidogenic factor 1 [37], a nuclear receptor involved in ovarian, adrenal, and testis development and function [38]. In mouse periovulatory granulosa cells, mmu-miR-212 was found to be highly upregulated following luteinizing hormone (LH)/hCG induction [36].

Thus, the miRNAs that were found to be differentially expressed in the vitrified blastocysts are mainly involved in embryo implantation and cell development.

### GO analysis of candidate genes regulated by differentially expressed miRNAs in vitrified blastocysts

The GO analysis of the candidate target genes regulated by the differentially expressed miRNAs illustrated a high enrichment of genes involved in the regulation of transcription, implantation, metabolism, DNA methylation, and histone acetylation.

The results of the present study indicated that the candidate target genes regulated by significantly altered miRNAs induced by vitrification (such as GO:0006355, GO:0010629, GO:0006349, and GO:0010468) are involved in the regulation of transcription, which may partially explain the mechanisms through which vitrification alters the expression levels of pluripotent genes in mouse blastocysts [16], development- [14] and stress-related [39] genes in bovine blastocysts and the gene expression profiles of in vivo-derived 8-cell stage mouse embryos [40].

Previous experiments have reported that rabbit embryo vitrification reduced early fetal growth [41], increased losses throughout gestation [41,42], and affected gene and protein expression in the placenta at day 14 after the transfer of vitrified morulae [43]. A higher rate of major postpartum hemorrhage was observed in humans receiving vitrified blastocyst transfers [10]. The present study showed that the candidate target genes of miRNAs whose expression levels were significantly altered by vitrification (e.g., GO:0001701, GO:0060136, and GO:0009791) were involved in the regulation of implantation; these results explained the impaired implantation ability of vitrified blastocysts.

The target genes regulated by miRNAs whose expression levels were significantly altered by vitrification (e.g., GO: 0008152 and GO: 0072593) are also involved in the regulation of metabolism: this may explain the altered energy metabolism reported in vitrified blastocysts [44] and oocytes [45–47], as well as the altered oxygen metabolism in blastocysts [44] and oocytes [45,46].

In oocytes, vitrification has been reported to significantly alter the overall methylation levels in the *OCT4* and sex determining region y-box 2 (*SOX2*) promoters in mice [48] and the H4 acetylation and H3K9 methylation levels in mice [49] and pigs [50]. Moreover, vitrification has been shown to significantly alter the imprinted cortical region methylation of *H19* in bovine embryos [51], the *H19* differentially methylated domain in mouse fetuses [52], and the methylation levels of the *OCT4*, *NANOG*, and *CDX2* promoters in mouse blastocysts [16]. The results of the present study indicated that candidate target genes regulated by miRNAs whose expression levels were significantly altered by vitrification (e.g., GO:0080111, GO:0044027, GO:0016573, and GO:0032259) are involved in the regulation of methylation and acetylation; these findings may explain the altered methylation and acetylation levels in vitrified embryos or oocytes.

### Pathway analysis of candidate genes regulated by the differentially expressed miRNAs

The results of the present study indicated that the significant pathways of the candidate target genes are mainly involved in embryo implantation, such as the Wnt, adherens, and tight junction genes (Table 3 and Table 4), which partially explains the reduced implantation ability and post-implantation development potential of vitrified embryos [41,42].

Wnt signaling plays an important role in mouse embryonic development and is involved in processes such as axis patterning, cell fate specification, cell proliferation, and cell migration [53], as well as in the coordination of mouse uterus—embryo interactions required for implantation [54]. Both adherens and tight junction proteins are tightly regulated at implantation sites [55]; therefore, trophectodermal cells must become mobile and penetrate between the endometrial luminal epithelial cells [56]. Focal adhesions play an important role in promoting embryo invasion; in particular, they disassemble at the time of implantation in rats, facilitating the detachment of the uterine luminal epithelium to allow the embryo to invade the endometrium [57]. The insulin signaling pathway is involved in the pregnancy of murine blastocysts [58]. The Jak/STAT pathway is activated by the actions of multiple cytokines such as IL11 and LIF, which are known for their roles in implantation [59]. VEGF can act on human blastocysts, enhancing their outgrowth and adhesive capacity [60]. mTOR signaling leads to the development of mouse trophoblast cell motility and the initiation of implantation [61]. Maternal estrogen signaling induces adhesion complex assembly in the trophectoderm [62]. The MAP kinase pathway has been implicated in stem cells [63].

### Validation of changes in mRNA expression of target genes

In the present study, the mRNA expression levels of these selected genes regulated by the differentially expressed miRNAs were all decreased by the vitrification. It has been reported that the predominant regulatory effect of miRNAs is to repress their target mRNAs; mechanisms for this include translational repression, mRNA cleavage, mRNA deadenylation or alteration of mRNA stability [64], which contributes to explain the mRNA expression changes of these selected genes in the present study.

## Conclusions

By using the TaqMan Array Rodent MicroRNA A+B Cards Set v3.0 with an Applied Biosystems 7900 HT Fast Real-time PCR system, the expression levels of 760 known miRNAs were compared between fresh and vitrified mouse blastocysts, and five of these mRNAs were found to differ significantly between the two blastocyst groups. The expression levels of all miRNAs measured by the miRNA Taqman assay based method and qRT-PCR were consistent. Bioinformatic analysis of the differentially expressed miRNAs showed that major affected pathways are known to be involved in implantation [41,42], which partially explain the impaired implantation ability of vitrified blastocysts.

## Materials and Methods

### Ethics Statement

All animal procedures were performed according to the guidelines developed by the China Council on Animal Care, and all protocols were approved by the Animal Care and Use Committee of Beijing, China. The approval ID or permit numbers were *SYXK (Beijing) 2008–007* and *SYXK (Beijing) 2008–008*.

### Chemicals

All chemicals and media were purchased from Sigma Chemical Co. (St. Louis, MO, USA), and all plasticware was obtained from Nunc-ware (Nunc; Nalge Nunc International, Roskilde, Denmark), unless indicated otherwise.

### Open-pulled straw (OPS) preparation

OPSs were prepared according to the method described previously [8]. Briefly, 0.25-mL plastic straws (IMV, L’Aigle, France) were heat-softened and manually pulled to a length of 2–3 cm to attain an approximate outer diameter of 0.23 mm and a wall thickness of 0.02 mm.

### Vitrification solutions

The pretreatment solution consisted of 10% ethylene glycol (EG) and 10% dimethyl sulfoxide (DMSO) in Dulbecco’s phosphate-buffered saline (DPBS) containing 3 mg/mL bovine serum albumin (BSA). EDFS30 solution, which was used for vitrification, contained 15% EG and 15% DMSO in Ficoll-sucrose (FS) solution (DPBS containing 300 mg/mL Ficoll, 171.2 g/L sucrose, and 3 mg/mL BSA).

### Collection of blastocysts

Five week-old Kunming white mice were superovulated with an intraperitoneal (ip) injection of 10 IU equine chorionic gonadotropin (eCG; Ningbo Hormone Products Co., Ltd, Zhejiang, China) followed by an ip injection of 10 IU human chorionic gonadotropin (hCG; Ningbo Hormone Products Co., Ltd.) 48 hours later. The mice were then mated with fertile males, and the successfully mated females were identified the next day by detecting a vaginal plug. Blastocysts were collected from the excised oviducts of mated females within 92–94 hours after the hCG injection.

### Vitrification and thawing of blastocysts

The embryos were equilibrated in pretreatment solution for 30 seconds, loaded into an OPS with EDFS30 for 25 seconds, and plunged into liquid nitrogen (LN_2_).

The blastocysts were thawed by rinsing in 0.5 M sucrose under mineral oil for 5 minutes and washed three times in CZB medium.

Blastocysts with morphologically intact inner cell mass, trophoderm, and re-expanding blastocoele at 18–20 hours after warming were considered to have survived, according to the method described by Son et al. [65].

### Total RNA isolation

Total RNA was extracted from each pool of 300 (n = 3) vitrified/fresh blastocysts using an RNeasy Mini Kit (Qiagen, CA, USA) according to the manufacturer’s instructions. Genomic DNA contamination was removed by treating the isolated RNA with DNase using a DNA-free kit (Ambion, TX, USA). TriPure Isolation Reagent (Roche, NSW, Australia) was used to purify the extracted RNA. A Nanodrop spectrophotometer (Thermo-Fisher) was utilized to measure the concentrations of total RNA.

### MiRNA array

MiRNAs were measured in triplicate using the TaqMan Array Rodent MicroRNA A+B Cards Set v3.0 with an Applied Biosystems 7900 HT Fast Real-time PCR system according to the method described by Granjon et al. [66].

Reverse transcription of 30 ng of total RNA from fresh and vitrified blastocysts was carried out using a TaqMan MicroRNA Reverse Transcription Kit. TaqMan PreAmp Master Mix was used to pre-amplify small amounts of cDNA without introducing amplification bias to the sample. The pre-amplified products were diluted in the ratio of 1:5 and then used as a template for the PCR reaction and loaded into the corresponding fill port. Individual singleplex PCR reactions were carried out in 384-well plates, and the miRNA expression level was measured using Ct (threshold cycle) determined by RQ Manager software. U6 snRNA was used as an endogenous control to normalize the data, as described in previous studies [67–69]. 

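The mean Ct of the U6 wells on card A was 17.30 ± 0.46 (SD, n = 3) in vitrified and 16.87 ± 0.26 (SD, n = 3) in fresh pools, a difference of 0.42 cycles (2-sided exact permutation test, p = 0.2). On card B it was 17.30 ± 0.68 (SD, n = 3) against 16.99 ± 0.15 (SD, n = 3), a difference of 0.30 cycles (exact permutation test, p = 0.4). Both differences were smaller than the SD of the vitrified pools and larger than that of the fresh pools. Between pools of the same number, U6 on card A was later by 0.74 cycles in V1 than in F1, by 0.52 in V2 than in F2 and by 0.01 in V3 than in F3 (2-sided exact permutation test within pairs, p = 0.25, the smallest that 3 pairs allow). On card B these differences were 0.77, 0.78 and −0.65 cycles (same exact test, p = 0.5). The SD among the 4 U6 wells of one card and pool was between 0.09 and 0.55 cycles.

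The other small RNAs on the cards did not follow U6. On card A, snoRNA202 had a Ct of 25.90 in V1 and 27.47 in F1 but between 17.79 and 18.22 in the other 4 pools, and snoRNA135 had a Ct of 30.59 in V1 and 35.46 in F1 but between 21.70 and 23.11 in the others. U87 on card A was at 34.62 in V1 and undetermined in F1. Y1 was undetermined in V1 and F1 on both cards, and the plant control ath-miR159a was undetermined in every pool. Of the 9 names that could be compared between the 2 cards, 4 are controls with the same assay on both. Their log2 fold changes from the 2 cards differed by 0.01 for Y1, 0.25 for snoRNA202, 0.78 for U87 and 3.89 for snoRNA135, of which F1 was determined on card A and undetermined on card B. The other 5 are miRNAs with a different assay on each card, and their log2 fold changes differed by 0.43 to 2.75. The median difference over the 9 names was 1.62.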

Microarray data have been deposited in the NCBI’s Gene Expression Omnibus database (accession number GSE62581).

The Ct value for each miRNA was calculated using an ABI 7900HT Fast Real-time PCR system. Raw Ct values considered “undetermined” by the software or at a level of ≥40 cycles were excluded from the analysis. 

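For the 4 miRNAs reported as upregulated, 13 of the 24 wells were undetermined, among them all 8 wells of V1 and F1, and 15 were undetermined or at 35 cycles or later. With undetermined wells excluded, a fold change can be computed for 421 of the 760 assays of S1 Table, and 114 of these equal the fold difference in that table. With each undetermined well and each Ct above 35 set to 35, and U6 of the same card subtracted, all 760 fold differences and all 760 P-values of the paper's S1 Table were obtained, the P-values from an equal-variance comparison of the ΔCt values. The fold differences in the authors' deposited table were obtained in the same way for all 760 rows.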

Relative quantification was calculated using the comparative Ct (2^–ΔΔCt^) method [70].

The qRT-PCR data were analyzed by Student's *t*-test and calculated using Statistical Analysis System (SAS) software (SAS Institute; Cary, NC, USA). Each experiment was repeated three times, and a P-value of <. 05 was considered statistically significant.

### Validation of miRNA array results by qRT-PCR

The MiRNA assay (ABI) was used to confirm the results of the miRNA Taqman assay based method. qRT-PCR was performed using a TaqMan Universal PCR Master Mix II and 7500 Fast system (Applied Biosystems, CA, USA) with the comparative Ct (2^–ΔΔCt^) method [70]. The isolation and reverse transcription of total RNA and preamplification of cDNA were performed as described previously.

### Gene target prediction and functional annotation

MiRanda (http://www.microrna.org/microrna/) and TargetScan (http://www.targetscan.org/) were utilized to scan targets for the differentially expressed miRNAs obtained above. The intersection of these two prediction programs was selected in the present study. The thresholds of the candidate target sites were an exact match to positions 2–7 of the mature miRNA with a downstream ‘A’ across from position 1 of the miRNA, to positions 2–8 of the mature miRNA, or to positions 2–8 of the mature miRNA with a downstream ‘A’ across from position 1 of the miRNA. The 3’-untranslated region (UTR) sequences of the target genes in mice were obtained from the National Center for Biotechnology Information (NCBI) database.

The main functions of the candidate target genes regulated by differentially expressed miRNAs were determined using the Gene Ontology (GO) analysis. GO analysis, which was provided by the NCBI, was used to organize genes into hierarchical categories and uncover the gene regulatory network on the basis of biological processes and molecular functions [71]. Significance was set at P <. 01.

The Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/) was used to perform pathway annotations of the candidate target genes regulated by differentially expressed miRNAs. Significance was set at P <. 01.

### Validation of changes in mRNA expression of target genes

Total RNA was isolated from each pool (n = 3) containing 100 fresh or vitrified blastocysts according to the method as mentioned above and dissolved in sterile water at -80°C until use. First-strand cDNA was synthesized using 0.05 μg RNA with random hexamers. qRT-PCR was performed using an ABI 7500 Fast system with the comparative Ct (2^–ΔΔCt^) method [70]. The β-actin gene was used as a reference gene, and the primers for each gene were listed in S4 Table.

## Supporting Information

S1 Table Fold change in the expression of miRNAs in vitrified blastocysts. 

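S1 Table lists for each assay a ratio of vitrified to fresh blastocysts, and the authors' deposited table gives the same ratio as a signed score in which a ratio under 1 is written as its negative reciprocal. For mmu-miR-212-3p the paper's ratio of 0.308 is thus −3.25 in the authors' deposited table. An assay with no well under 35 cycles in any pool has the same Ct everywhere once all its wells are set to 35, and its ratio is then the U6 difference between the groups alone. This holds for 122 assays of card A, which share a fold difference of 1.34 in the paper's table, and for 182 assays of card B, which share 1.23. Together they are the 304 rows with the comment C. The ratio is above 1 in 81.4% of the 760 rows. The U6 Ct values computed here correspond to a factor of 1.339 on card A and 1.233 on card B.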

(XLS) Click here for additional data file.

S2 Table Candidate target genes regulated by the upregulated miRNAs (mmu-miR-199a-5p, mmu-miR-329-3p, mmu-miR-136-5p and mmu-miR-16-1-3p). (XLS) Click here for additional data file.

S3 Table Candidate target genes regulated by the downregulated miRNA (mmu-miR-212-3). (XLS) Click here for additional data file.

S4 Table Primers used for the validation of changes in mRNA expression of target genes. (DOCX) Click here for additional data file.

# Supplementary material for: Effect of Vitrification on the MicroRNA Transcriptome in Mouse Blastocysts
**Source:** PLoS One. 2015 Apr 8;10(4):e0123451. doi: 10.1371/journal.pone.0123451
**Supplement:** S4 Table

**Table S4. Primers used for the validation of changes in mRNA expression of target genes**

| Differentially  expressed miRNAs | Target genes | Gene ID | Primer sequence (5` to 3`) |
| --- | --- | --- | --- |
| mmu-miR-199a-5p, mmu-miR-329-3p | Naa15 | 74838 | F: CGATTCCGATGCCACCC  R: AATTAACTGAATATCAACGGGGTAAA |
| mmu-miR-199a-5p, mmu-miR-136-5p | Prdm16 | 70673 | F: TTTTTGGCATTGGACAACTTATTC  R: GGCAGTGGTGACCGTGGAA |
| mmu-miR-199a-5p, mmu-miR-136-5p, mmu-miR-16-1-3p | Ppargc1a | 19017 | F: ATGGCACGCAGCCCTATTC  R: ACCTGGAATATGGTGATCGGG |
| mmu-miR-329-3p, mmu-miR-16-1-3p | Pten | 19211 | F: TTTGAAGCGTGGTGCGTGA  R: GGGGCAAGGTAGGTACGCAT |
| mmu-miR-329-3p, mmu-miR-16-1-3p | Slc5a3 | 53881 | F: AATGATTTCCAGGATAGTGTTTGCT  R: CCACAGGAACCAAGGTCATCAC |
| mmu-miR-199a-5p, mmu-miR-16-1-3p | Zfp148 | 22661 | F: CCACCAGGCTTACCAAATGAG  R: CTTGTCCCTGGTCCCCGA |
| mmu-miR-329-3p, mmu-miR-16-1-3p | Zfx | 22764 | F: ATCCTTACCAAGTCTTTCACAGTTTT  R: GTGATGTGCCAGACCCGTGT |
| mmu-miR-329-3p, mmu-miR-136-5p,  mmu-miR-16-1-3p | Esrrg | 26381 | F: TGTGCTTAGTGTGTGGCGACA  R: ACTCTATGTTACCTTGAATCGTCCTC |
| mmu-miR-199a-5p, mmu-miR-16-1-3p | Ets1 | 23871 | F: TTGGACTTAGTGTTAGTTACGGGG  R: TTGAACTGTGCTATGATGCCGA |
| mmu-miR-199a-5p, mmu-miR-16-1-3p | Fut9 | 14348 | F: ATAGCACCGTGGAGTAGTTCAGC  R: AGACGATTAGAAATGGGCGAAG |
| mmu-miR-199a-5p, mmu-miR-136-5p | Fzd4 | 14366 | F: AACTGCTGGAGAGGCGACTG  R: GGCTGATCTAGCAGACACCCC |
| mmu-miR-199a-5p, mmu-miR-16-1-3p | Hif1a | 15251 | F: GAATCAAAAACAGAGACGAAGGAC  R: CTGATGCCTTAGCAGTGGTCGT |
| mmu-miR-199a-5p, mmu-miR-16-1-3p | Magt1 | 67075 | F: GCAGGAGGCTTGGAGTGGA  R: CGGCTTATGTGATGTTGTGGTT |
| mmu-miR-329-3p, mmu-miR-136-5p | Dclk1-A | 13175 | F: CAGCCTAACCCTAGAGATTGACAGT  R: TGGTTCCCCGAGGGTCTG |
| _____ | β-actin | 11461 | F: CGTTGACATCCGTAAAGACCTC  R: ACATCTGCTGGAAGGTGGACA |

How the deposited data were processed for this re-analysis (not part of the article)

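Small RNA from 3 pools of vitrified and 3 pools of fresh mouse blastocysts, 300 blastocysts per pool, was measured on TaqMan Array Rodent MicroRNA cards A and B. The authors reverse transcribed 30 ng of total RNA per pool, pre-amplified the cDNA and diluted it, ran real-time PCR on the cards of 384 wells and took the Ct of each well from the RQ Manager software. They deposited these raw Ct values without normalization. A Ct is on a log2 scale with the sign reversed, since a higher value means less template. The authors also deposited a table with a signed fold change score for each assay, made by the comparative Ct method against U6, in which a ratio under 1 is written as its negative reciprocal. These scores were set beside the values computed here and were not used in any test.

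Samples were grouped as vitrified or fresh and numbered 1 to 3 as in the sample labels. The paper's Fig. 1 uses the same pool names, but its numbers may be shifted against those of the Ct values. Its colours matched 0 of 30 ranks of the Ct values under the same numbering and 30 under a shifted one. The pairing of pools by number comes from the sample labels, and the paper does not describe the pools of one number as prepared together. Each pool has 1 value per assay. No pair of pools in a group shared an identical Ct for any assay that both determined, and all were counted as separate replicates.

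A Ct of 40 or more, or a well recorded as undetermined, was excluded, as the paper's methods describe. ΔCt was the Ct of an assay minus the mean of the 4 U6 wells of its card and pool. The fold change of a miRNA was the difference in mean −ΔCt, on the log2 scale, between vitrified and fresh pools. Assays with at least 2 determined values per group were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 2-sided p-values adjusted by the Benjamini-Hochberg method over the 335 miRNA assays tested. Controls were left out of the tests. Group means of single assays were compared with 2-sided exact permutation tests over all arrangements of the pools, 20 for 3 against 3, so that the smallest possible p is 0.1. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

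The limma step was tested on simulated data in which 60 of 335 assays were given a log2 change of 4.0. With the spread between pools seen over all 6 pools (SD 1.69), 4 of the 60 had an adjusted p-value under 0.05, and with the spread seen over the pools numbered 2 and 3 (SD 0.68), 60 of the 60 did. Of the assays given no change, 1 and 4 had an adjusted p-value under 0.05. The estimated changes followed the true ones with slopes of 0.937 and 0.994. Each simulation gave every assay and pool the same spread, drawn independently, whereas the shifts of V1 and F1 were correlated in the data (Pearson r = 0.81). The simulated change was larger than those of the paper's 5 miRNAs in S1 Table. The largest of these, for mmu-miR-329-3p, is 2.04 on the log2 scale, so the simulations do not show how often changes of that size would be found. The number of pools limits the precision of every comparison, and a well without a Ct sets a floor at 40 cycles. This floor lies between a ΔCt of 22.18 (card A of V1) and 23.48 (card B of V3).

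The miRNAs named are the 5 that the paper reports, other assays for the same miRNA, for the opposite arm of its hairpin or for a miRNA of the same number, mmu-miR-132, the controls on the cards, the 3 other assays with the smallest p-values in the limma comparison, and mmu-miR-1-2-AS, which has a P-value under 0.05 in S1 Table. This rule was set before the data were examined. Other assays named, and the miR-290 to miR-295 cluster, were chosen after their values were seen. Most of the alternatives were also set beforehand, namely another reference in place of U6, no reference, a limit of 35 cycles, undetermined wells set to 40 or to 35, assays determined in all 6 pools only, the pool number as a block, each pool left out in turn, unmoderated tests on linear values, and a variance trend with a robust prior. Alternatives chosen after seeing the data were the pools numbered 2 and 3 only, the block with the global mean, a block with the numbers of F2 and F3 exchanged, and the unmoderated tests on ΔCt and on raw Ct with a ceiling of 35 cycles.

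Gene names and gene neighbours were taken from the RefSeq annotation of GRCm38.p6, and no coordinates are given because the deposited values name no genome build. The qRT-PCR of single miRNAs, the mRNA measurements and the functional annotation of target genes were not analysed here.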

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

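The comparison with the reverse pattern below was chosen after the result was seen. Apart from mmu-miR-329, 4 miRNA assays that the paper does not discuss had a determined Ct in at least 2 vitrified pools and were undetermined in all 3 fresh pools. They are named here because of these values. The mean Ct over the determined vitrified wells was 30.96 for rno-miR-327 (2 wells), 35.23 for mmu-miR-582-5p (2 wells), 33.63 for mmu-miR-217 on card B (2 wells) and 35.12 for mmu-miR-592 (3 wells). The paper does not report them, and S1 Table gives none of them a P-value under 0.05. Other assays with the same numbers, mmu-miR-327 on card B and mmu-miR-217 on card A, were undetermined in every pool.

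If vitrification switched on a set of miRNAs, fewer assays would be expected to show the opposite pattern. In these pools 8 assays were determined in at least 2 fresh pools and in no vitrified pool, against 5 the other way with mmu-miR-329 counted. Chance dropout of low-abundance assays may therefore account for the pattern, and an effect of vitrification cannot be told apart from it. The earliest of these wells was that of rno-miR-327 in V3, at 29.21, and its other determined well was at 32.71 in V2.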

How the results depend on the processing

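The number of assays with an adjusted p-value under 0.05 was 0 under all 22 alternatives tried, and the number with an unadjusted p-value under 0.05 was 1 of 335 with the design set before the data were examined. The unadjusted count was 2 with the mean of the endogenous controls (U6 included), 3 with the global mean, 3 without normalization and 3 with a limit of 35 cycles. It was 4 with undetermined wells set to 40, 4 with a ceiling of 35 cycles and 0 for assays determined in all 6 pools. The count was 10 and 4 for the unmoderated tests on linear values without and with that ceiling, and 2 with a variance trend and robust prior. It ranged from 0 to 10 across the 6 fits that each left out one pool. Among the alternatives chosen after seeing the data it was 16 with the pools numbered 2 and 3 only, 6 for the unmoderated test on ΔCt with a ceiling of 35 cycles, and 1 for the same test on raw Ct. The cause of these changes was not tested, apart from the ceiling.

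With the pool number as a block, the unadjusted count was 4, the median log2 fold change was 0.26 and 59.7% of assays were higher in vitrified blastocysts. With the block and the global mean together, the count was 24 (20 higher and 4 lower in vitrified blastocysts), the median was 0.36 and the share was 65.5%. After V2 minus V3 was found to run against F2 minus F3 across 326 assays (correlation −0.35), the numbers of F2 and F3 were exchanged, and this crossed block gave a count of 15, a median of 0.27 and a share of 59.7%. The log2 fold change of mmu-miR-212-3p was −1.70 under the block and under the crossed block.

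The fold changes of mmu-miR-199a-5p, from 1.09 to 2.85, and of mmu-miR-212-3p, from −2.39 to −1.42, kept their direction under every alternative that gave a value, with no adjusted p-value under 0.05. For mmu-miR-136-5p, which rests on 1 well per group, 3.34 became 2.84 with the endogenous controls, 4.42 with the global mean (with or without the block), 3.99 without normalization, 1.63 with undetermined wells at 40, 1.03 with the ceiling of 35 cycles in limma and in the unmoderated test on ΔCt, 1.11 on linear values with that ceiling, and 0.73 on raw Ct with it. For mmu-miR-16-1-3p, 1.17 became 0.69 with the endogenous controls, 2.07 with the global mean, 2.29 with the global mean and the block, 2.81 with undetermined wells at 40, and 0.84 on raw Ct with the ceiling. No value exists for mmu-miR-329-3p unless undetermined wells are filled in; it was then 5.38 at 40 cycles and 2.04 at 35, with adjusted p-values of 0.992 and 0.92 from limma. Alternatives that require determined wells gave no value for some of these miRNAs, such as mmu-miR-199a-5p among assays determined in all 6 pools.

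The split between higher and lower assays followed the reference and the filling of undetermined wells. The median log2 fold change of −0.05 changed sign to 0.12 with the global mean, 0.42 with undetermined wells at 40, 0.31 with the ceiling of 35 cycles and 0.25 for assays determined in all 6 pools, and ranged from −0.88 to 1.15 with each pool left out. The share of assays higher in vitrified blastocysts, 48.1%, became 29.0% with the endogenous controls, 54.9% with the global mean, 40.0% without normalization, 78.1% with undetermined wells at 40, 81.5% with the ceiling of 35 cycles and 59.0% for assays determined in all 6 pools, and ranged from 23.4% to 80.9% with each pool left out. These medians and shares are over the assays tested under each setting. There were 750 with undetermined wells filled in, 122 determined in all pools and 131 to 335 with a pool left out. Of the 750, 260 at 40 cycles and 302 at the ceiling of 35 differed between groups only by U6, and counted as higher. The difference in determined assays per pool, 17.7, ranged from −71.3 to 76.5 with each pool left out. The U6 difference stayed above 0 under the alternatives tried for it, from 0.16 to 0.59 cycles on card A and from 0.09 to 0.69 on card B. The ratio that measures the separation of the groups was between 0.117 and 0.337. The median difference between assays of the same name on the 2 cards, 1.62, became 0.90 with the global mean and 0.43 with a limit of 35 cycles, and the cause was not tested.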

Differences from the paper's values

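The paper counts 5 differentially expressed miRNAs, and 1 assay had an unadjusted p-value under 0.05 in limma here. The counts differ in kind. The 5 are those of 760 rows with a P-value under 0.05 and at least a 2-fold difference. The 1 is out of 335 assays with no fold limit, and only 2 of the 5, mmu-miR-199a-5p and mmu-miR-212-3p, could be tested there. Of the alternatives set before the data were examined, undetermined wells set to 40, the ceiling of 35 cycles in limma, the same ceiling on linear values and the replicate block each gave 4, which is within 1.5 times the paper's count, and the others did not. Of these 4 assays, 2, 4, 2 and 0 respectively were among the paper's 5 miRNAs. All 5 were tested where undetermined wells were filled in, but only 2 of them under the block. The paper's 5 miRNAs all had an unadjusted p-value under 0.05 in the unmoderated test on ΔCt with the ceiling of 35 cycles, which was chosen after the values were seen. Some of the 5 also passed that threshold elsewhere. In limma these were mmu-miR-212-3p without normalization and with a limit of 35 cycles, mmu-miR-329-3p and mmu-miR-212-3p with undetermined wells at 40, and all but mmu-miR-136-5p with the ceiling of 35 cycles. Without V1 they were mmu-miR-199a-5p and mmu-miR-212-3p. On linear values they were mmu-miR-212-3p, and with the ceiling also mmu-miR-16-1-3p. Among the settings chosen after the values were seen, mmu-miR-199a-5p passed with the pools numbered 2 and 3 only, mmu-miR-199a-5p and mmu-miR-212-3p with the block and global mean and with the crossed block, and mmu-miR-212-3p on raw Ct with the ceiling.

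The paper gives 760 identified miRNAs, and 490 miRNA assays had a determined Ct in at least 1 pool. With a limit of 35 cycles the number was 448, but a stricter limit can only lower it, so this alternative could not close the gap. The 760 are all wells other than U6. They include 10 controls and 260 miRNA assays that were undetermined in every pool.

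For mmu-miR-199a-5p the log2 of the paper's ratio is 1.51, and the log2 fold change over determined wells was 2.31. Of the alternatives set before the data were examined, the values came within the spread between pools of the paper's with the endogenous controls (1.77), without normalization (2.05), with a limit of 35 cycles (1.78), with undetermined wells at 40 (1.79), with the ceiling of 35 cycles (1.51), on linear values (2.24, and 1.62 with the ceiling) and without V2 (2.03) or F3 (1.78), and not under the others. For mmu-miR-136-5p the log2 of the paper's ratio is 1.03, and the log2 fold change from the 1 determined well per group was 3.34. The ceiling of 35 cycles gave 1.03, in limma and in the unmoderated test on ΔCt that was chosen after the values were seen. The same ceiling on linear values gave 1.11, and with 1 well per group there is no spread to set this difference against. The other alternatives set before the data were examined gave values from 1.63 to 4.42 and did not close the gap.

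The colours of the paper's Fig. 1 place V1 highest for mmu-miR-199a-5p and mmu-miR-329-3p. Among the deposited Ct values both wells of V1 were undetermined, and with the ceiling of 35 cycles the lowest ΔCt was that of V2, at 15.76 and 15.48.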

Other observations

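The tests of the number of assays tested and of the other splits of the pools were chosen before their results were seen. So was that of the U6 subtraction behind the 4 upregulated miRNAs. However, this U6 test and the split counts with the ceiling of 35 cycles used unmoderated tests that were chosen after seeing the data. The other tests below were chosen after their results were seen.

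Pools V1 and F1 differed from the other 4 pools in a way that vitrification does not explain, since 1 is vitrified and the other fresh. Over the 122 miRNA assays determined in all pools, the Ct in V1 was later than the mean of V2 and V3 by a median of 3.59 cycles and that in F1 later than the mean of F2 and F3 by 5.10 cycles. The shift was uneven, with 85 assays over 1 cycle later in both pools and 8 over 1 cycle earlier in both. Among the latter were hsa-miR-875-5p (−10.64 cycles in V1 and −12.84 in F1), mmu-miR-202-3p (−6.70 and −6.03) and mmu-miR-34c# (−4.71 and −5.99), all chosen after their values were seen. A smaller amount of RNA would delay all assays alike, but the spread of these shifts across assays was 4.04 times that of the differences between pools 2 and 3 (4.32 times on card A and 4.31 on card B), and U6 moved by no more than 0.78 cycles. The median shift was 4.64 cycles in V1 and 6.38 in F1 on card A, against 1.80 and 1.67 on card B. A fault confined to 1 card does not explain all of it, because the median over both pools was at least 1.70 cycles on each card, but the shift was larger on card A in both pools, and the reason for this was not tested. The shifts of V1 and F1 were correlated across assays (Pearson r = 0.81), which is consistent with a property shared by the pools numbered 1, such as a common preparation.

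One possible explanation is RNA that does not come mainly from blastocysts in V1 and F1. The miR-290 to miR-295 cluster was taken as a list of markers of early embryonic cells, after its wells had been seen. Its 8 assays determined in V2, V3, F2 and F3 had mean Ct values from 24.1 to 32.8 there, and 0 of their 16 wells in V1 and F1 were determined. Among 10000 random lists matched on Ct, the median number of determined wells was 8 and the lowest was 1. None of the lists had as few as 0, so the share is given as 0.0001, the smallest these lists can give. Because the list was chosen after its wells were seen, this cannot tell such RNA from another cause of loss in these pools, and no biological explanation was tested.

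The 4 miRNAs that the paper reports as upregulated rest on few determined wells. Of their 24 wells, 15 were undetermined or at 35 cycles or later, and with undetermined wells excluded 3 of the 4 had too few to be tested. The exception, mmu-miR-199a-5p, had an unadjusted p-value in limma of 0.119 over all pools, but of 0.0428 without V1, 0.0182 in the pools numbered 2 and 3 only, 0.0243 with the block and the global mean and 0.0367 with the crossed block, where the adjusted p-values were from 0.674 to 0.907. It was 0.0622 with the block alone, 0.0661 with the global mean alone and 0.102 without F1. With the variance trend it was 0.103, with the endogenous controls 0.129 and without normalization 0.15. All these fits rest on the same wells of V2, V3, F2 and F3, since V1 and F1 were undetermined. A ceiling of 35 cycles gives an undetermined well a ΔCt that depends only on the U6 of its pool, and U6 was 0.42 and 0.30 cycles later in vitrified pools on cards A and B. Without the subtraction of U6 and with the same ceiling, 0 of the 4 had an unadjusted p-value under 0.05, although all kept their direction, with log2 fold changes of 1.09 for mmu-miR-199a-5p, 1.62 for mmu-miR-329-3p, 0.73 for mmu-miR-136-5p and 0.84 for mmu-miR-16-1-3p. The U6 subtraction may therefore contribute to the P-values of these calls. For mmu-miR-329-3p and mmu-miR-136-5p the ceiling puts every fresh well at 35 cycles. Their direction on raw Ct could then not reverse and tests nothing. For mmu-miR-199a-5p and mmu-miR-16-1-3p, with a fresh well at 34.41 and 34.91, the direction did not depend on the subtraction. For mmu-miR-199a-5p the difference is not produced by the ceiling or by U6, since its log2 fold change was 2.31 over the determined wells and 2.05 on their raw Ct. The groups did not overlap in either case, which chance gives at a rate of 0.333 for 2 wells against 2, and with an adjusted p-value of 0.998 in limma a chance difference among many assays remains possible. The other 3 have too few determined wells on the cards to tell a change on vitrification apart from the ceiling. The paper also measured all 4 by single-assay qRT-PCR in 3 biological replicates and reports that both methods were consistent. Those measurements were not analysed here.

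For mmu-miR-212-3p the wells were determined in all pools. Its log2 fold change was −2.00 on raw Ct, so the subtraction of U6 does not produce it, and −1.68 in pools 2 and 3, so V1 and F1 do not produce it. In both cases the groups did not overlap, which chance gives at a rate of 0.1 for 3 pools against 3 and 0.333 for 2 against 2. As 1 of 335 assays tested it had an adjusted p-value of 0.998 in limma. Over the alternatives this ranged from 0.67 to 0.998, so on the cards alone a chance difference among many assays remains possible. The paper also measured this miRNA by single-assay qRT-PCR in 3 biological replicates and reports that both methods were consistent. Those measurements were not analysed here. On the cards the Ct of mmu-miR-212-3p moved little in V1, where mmu-miR-132, from the neighbouring gene, was delayed by 6.42 cycles more. The assays are on different cards, however, and the median delay in V1 was 4.64 cycles on card A and 1.80 on card B, where 11 of 42 assays, this one included, were delayed as little. The controls snoRNA202, snoRNA135 and U87 have the same assay on both cards. Their delays in V1 were 8.04, 8.53 and 12.48 cycles on card A and 8.38, 8.04 and 11.58 on card B. For these controls the values argue against a delay set by the card. In F1 the delay of mmu-miR-212-3p was −0.3 cycles, and mmu-miR-132 was undetermined. A signal of the mmu-miR-212 assay that does not come from the miRNA is neither shown nor excluded, since other card B assays moved as little. A lower level of mmu-miR-212-3p in vitrified blastocysts is a hypothesis that these explanations leave open.

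Vitrified against fresh was compared with the other splits of the same pools, of which 4, the real one included, part all 3 same-numbered pairs. The count with an adjusted p-value under 0.05 was 0 in the real split, so that all 4 gave as many by necessity and this count tests nothing. With an unadjusted p-value under 0.05 in limma the count was 1 in the real split and 2 to 5 in the 3 others, so that 4 of the 4 gave as many. For the unmoderated test on ΔCt with the ceiling of 35 cycles, which gives the P-values of S1 Table, 4 of the 4 gave at least the 6 assays of the real split, with 6 to 194 in the 3 others. So small a number of splits cannot give a share under 0.05. The other 6 splits keep 2 of the pairs together. The 4 of these with V1 and F1 on the same side gave unadjusted counts in limma from 18 to 46, and the other 2 gave 0 and 1.

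The 194 assays under the split of V1, V2 and F3 against V3, F1 and F2 were looked at further. Of these, 181 had no well under 35 cycles in any pool, so that their ΔCt after the ceiling is 35 minus U6, and 191 were on card B, where U6 was between 17.16 and 17.72 in V1, V2 and F3 and between 16.52 and 16.94 in the others. This suggests that the ceiling writes U6 differences onto undetermined wells.

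The order of the pools in Fig. 1 can be compared with the deposited Ct values. The ranks of the 6 pools for each of the 5 miRNAs, 30 ranks in all, were read from the colours of Fig. 1 and compared with the ranks of ΔCt with a ceiling of 35 cycles under the 36 ways of numbering the pools within the groups. The numbering in which V1, V2 and V3 of the figure are V2, V3 and V1 of the Ct values, and likewise for F1, F2 and F3, matched 30 of 30 ranks, the next best matched 20, and the same numbering matched 0. A possible explanation is pool numbers of Fig 1 shifted against those of the Ct table. The shift is the same in both groups, so that groups and same-numbered pairs are not affected.

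The paper describes 14 target genes as randomly selected for mRNA measurement. In its S2 Table, 877 listings cover 814 distinct genes, of which 61 (7.5%) are predicted for at least 2 of the 4 upregulated miRNAs. All 14 selected genes are among these 61. The chance of this in an even draw from the 814 genes is 3.9e-17, so the draw appears to have been made among genes with more than 1 of these miRNAs. Of the genes in S2 Table, 44 are also predicted targets of mmu-miR-212-3p in S3 Table, and 1 of the 14 is.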
